A study of Mus musculus with 8 samples.

How the data were processed

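Messenger RNA of whole left kidneys was sequenced from mice of 49 weeks, 4 wild-type (WT) animals and 4 Ctrp1-/- (KO) animals, each kidney giving 1 library. The groups are those of the labels' genotype field, and the labels call the libraries of a genotype biological replicates. Animals of the groups share no number, so no pairing was used. Per the labels' protocols, RNA was extracted with Trizol, treated with DNase, selected with poly-T beads and fragmented before reverse transcription. Whether the libraries kept strand is not given in the sources used here, so reads of antisense or overlapping genes cannot be assigned to a strand.

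The deposited table gave FPKM for 23386 genes and 8 libraries, per the file headers, together with each gene's symbol, position on build mm10, length and type. CASAVA, STAR 2.5, HTSeq 0.6.1 and DESeq2 are named with no roles in the submitters' processing notes, and the annotation release is not given in the sources used here. FPKM multiplied by gene length gave, in each library, whole multiples of a single step for 100% of values within a tolerance of 0.01, so the whole reads per gene were recovered. Each library then summed to between 15027400 and 19256378 counted reads. No column of another sample was present.

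From the deposited FPKM, each library was divided by 1 median-ratio factor (0.978 to 1.03), giving the scaled FPKM reported here. Genes with a mean scaled FPKM of at least 0.5 over the 8 libraries were kept, 14022 in all. The log2 of scaled FPKM plus a pseudocount of 0.5 was fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), with genotype as the only term. Tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. A log2 fold change is on the log2(value + 0.5) scale, which understates the change of genes with low values. Values are means ± SD over 4 libraries. Intervals of read counts and of their ratios are exact 95% intervals (Poisson, and binomial conditional on the total), and they cover counting error only. Where a group held 0 reads a floor of 3 reads was set, and where it held 1 to 3 reads the ratio is given with its interval.

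Before the data were examined, 50 gene lists were fixed (kidney cell type markers and pathways), and 47 of them with at least 5 tested members were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists. 35 genes stood in 2 or more lists. For each list the members past the threshold were counted over all genes and adjusted over the list alone. Genes within 10 Mb of C1qtnf1 were compared with the remaining genes by Fisher's exact test. For C1qtnf1, for the genes checked in the libraries and for the list scores, an exact two-sided permutation test over the 70 arrangements was used, whose smallest p is 0.0286.

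Genes named were chosen by a rule fixed before the data were examined. They were C1qtnf1, then up to 12 called genes in each direction with a mean of at least 1 and no overlap of the groups, filled up to 8 with the non-overlapping genes of smallest unadjusted p, which are described as not past the threshold. From each called list up to 6 members past the threshold over all genes or adjusted over the list alone were named, or otherwise the 2 of smallest p. The 3 members of smallest p were named from the lists on renin and aldosterone, salt, and water, and Ren1, Agt, Ace, Havcr1, Lcn2, Xist, Ddx3y, Uty, Kdm5d and Eif2s3y were named as checks of the libraries. Other genes named were chosen after their values were seen, and this is said where they appear. Some genes that the rule names are not reported here.

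The fit was tested on simulated data, negative binomial reads drawn with the means, depths and spread of these libraries, with genes changed by known folds. It recovered 4 of 49 genes changed 1.25-fold, 25 of 49 changed 1.5-fold, 43 of 49 changed 2-fold and 50 of 50 changed 4-fold, with 6 false calls among 128, over 14015 genes. Genes were simulated independently of each other, so the simulation does not show how often lists with correlated members are called falsely.

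Alternatives fixed before the data were examined were other pseudocounts, other filters on low values, other scalings, other limma settings, another threshold, other gene set tests, other windows around C1qtnf1 and leaving out each library. Chosen after seeing the data were limma's voom on the recovered reads, removal of trends with GC content and gene length by natural splines of 4 degrees of freedom in each library, and the list test without genes within 10 Mb of C1qtnf1. GC content came from the GENCODE vM21 transcripts and was found for 99.5% of tested genes. Exons of C1qtnf1 were taken from the same release, which is on the same build as the file.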

Results

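CTRP1, encoded by C1qtnf1, is a secreted protein of the C1q/TNF-related family, whose best known relative is adiponectin. The study compared kidneys of aged mice lacking it with those of wild-type littermates. The allele came from 129S5 embryonic stem cells and was backcrossed to C57BL/6J. The 4 WT libraries held 15922071, 17700158, 15891146 and 16256671 counted reads and the 4 KO libraries held 15027400, 19256378, 17016425 and 16683642. Mitochondrially encoded genes took 7.33% to 8.83% of the counted reads. Spearman's rho across genes was 0.985 to 0.993 between libraries of a group and 0.982 to 0.990 between libraries of different groups. Libraries of a group differed by more than counting noise (chi-square per degree of freedom of 5.85 to 16.4), so none was a repeat of another. The first principal component, with 26.5% of the variance, ran from -17.1 to -1.34 in the WT libraries and from 0.868 to 21.4 in the KO libraries. Xist was at most 0.0169 scaled FPKM in every library, whereas the Y-linked genes Ddx3y, Uty and Kdm5d were present in all 8, at 9.48 to 13.2, 3.98 to 5.28 and 2.58 to 3.22. The Y-linked gene Eif2s3y stood at 2.22 in KO replicate 2 and at 8.64 to 14.5 in the other libraries.

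The targeted gene, C1qtnf1 (ENSMUSG00000017446; chromosome 11, 118428203 to 118449963, plus strand, mm10), was 11.2-fold lower in the KO kidneys. It measured 3.63 ± 0.877 scaled FPKM in WT and 0.325 ± 0.174 in KO (SD, n = 4), so that 8.96% of the WT level was left. The WT libraries held 155, 123, 129 and 194 reads of it and the KO libraries held 7, 29, 10 and 13. Its log2 fold change was -2.32 (SE 0.18), with a limma adjusted p of 0.000768, and the exact two-sided permutation p of 0.0286 is the smallest that 4 against 4 libraries allow. Per the labels, 679 bases were deleted, of which 162 lay in the 3' UTR and the rest in the coding part of exon 4. Exon 4 runs from 118447801 to 118449963 in the annotation and holds 551 coding bases, from 118447801 to 118448351. The deletion covers 26.8% of the gene length used for FPKM, and reads over the remaining 73.2% can still be counted, so a level above 0 does not go against the labels.

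Across the 14022 genes tested, 7 differed between the genotypes, and 6 of them lie on chromosome 11, the chromosome of C1qtnf1. 4 genes were higher in KO. They were the antisense transcript BC018473 (log2 fold change 5.50, SE 0.15, limma adjusted p = 1.07e-07), the sialyltransferase gene St6galnac1 (3.59, SE 0.13, adjusted p = 1.08e-06), the pseudogene Gm11735 (2.28, SE 0.14, adjusted p = 0.000133) and Ugt2b37 (0.76, SE 0.09, adjusted p = 0.0185). Ugt2b37, a UDP-glucuronosyltransferase gene on chromosome 5 (87240493 to 87254804), rose from 91.0 ± 11.2 to 154 ± 12.0 scaled FPKM and was the only called gene off chromosome 11. It belongs to a family of similar genes, so its reads can be shared with relatives and its value is uncertain. 3 genes were lower, C1qtnf1 itself, Mxra7 (-0.80, SE 0.08, limma adjusted p = 0.00418) and Mettl23 (-0.59, SE 0.07, limma adjusted p = 0.0233). Mxra7 fell from 6.15 ± 0.456 to 3.33 ± 0.277 scaled FPKM, and Mettl23 fell from 9.39 ± 0.486 to 6.08 ± 0.553. In none of the 7 did the values of the 4 WT and 4 KO libraries overlap. Ugt2b37 went from 0.76 to 0.68 and lost its call after removal of GC and length trends (limma adjusted p = 0.166), a fit that called Fam131c instead (0.71, adjusted p = 0.0317; chosen after its value was seen), and it also lost it without WT replicate 2 (0.0723) or any KO library (0.0531 to 0.0743). Mettl23 lost it without WT replicate 1 (0.0861), 2 (0.115) or 4 (0.0739), or KO replicate 2 (0.143), 3 (0.0703) or 4 (0.0550), and with no filter on low values both genes missed the threshold (0.0595). The span of Mettl23 overlaps those of Jmjd6, Srsf2 and Mfsd11, which did not pass (limma adjusted p of 0.239, 0.931 and 0.852, genes chosen after their values were seen), so reads in the shared stretches make its value less certain.

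**Figure D1:**
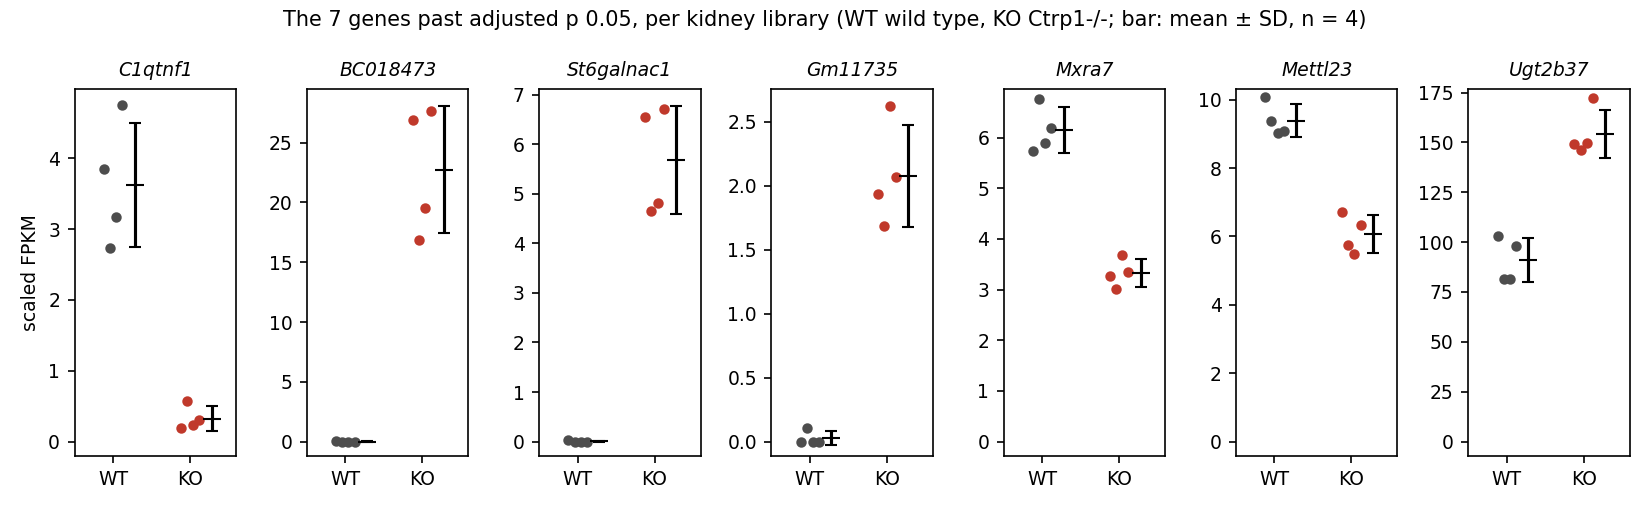
Scaled FPKM (vertical axes, linear) of the 7 called genes in each kidney library of wild-type (WT) and Ctrp1-/- (KO) mice; points are libraries and the bar beside them is the mean ± SD (n = 4). C1qtnf1 lay between 2.74 and 4.75 in WT and between 0.188 and 0.575 in KO, and BC018473 lay between 16.9 and 27.7 in KO against 0.0132 at most in WT.

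The genes with the largest changes sat close together. Gm11735 (116739062 to 116749833, minus strand), BC018473 (116752167 to 116759373, plus strand), St6galnac1 (116765025 to 116775507, minus strand), Mxra7 (116803062 to 116828046, minus strand) and Mettl23 (116843278 to 116854263, plus strand) lie in this order on chromosome 11, upstream of C1qtnf1 on its strand. The first 3 were almost silent in the WT kidneys. BC018473 had 1 read in the WT libraries together and 7264 in the KO libraries, a ratio of 7027 (95% interval 1261 to 277607). St6galnac1 had 1 read against 917, a ratio of 887 (159 to 35078), and Gm11735 had 3 against 224, a ratio of 72.2 (24.4 to 353). In the KO kidneys they measured 22.8 ± 5.34, 5.68 ± 1.09 and 2.08 ± 0.398 scaled FPKM. Their annotated spans leave gaps of 2333 and 5651 bases, but adjacent genes on opposite strands cannot be separated beyond those spans where strand is not stated.

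Within 10 Mb of C1qtnf1, 5 of 199 tested genes were called (2.51%), against 1 of 13822 elsewhere (0.00723%), and Fisher's exact test gave p = 3.25e-09 with an odds ratio of 355 (95% interval 39.4 to 14710). At an unadjusted p under 0.01 the counts were 25 of 199 (12.6%) and 624 of 13822 (4.51%), with a Fisher's exact p of 5.41e-06, and 4 of the 25 were higher in KO and 21 lower. Engase, which encodes a cytosolic enzyme that removes N-glycans and lies from 118476829 to 118489209 beside C1qtnf1, was among the lower ones at -0.48 (SE 0.08), with a limma adjusted p of 0.108 that did not pass.

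**Figure D2:**
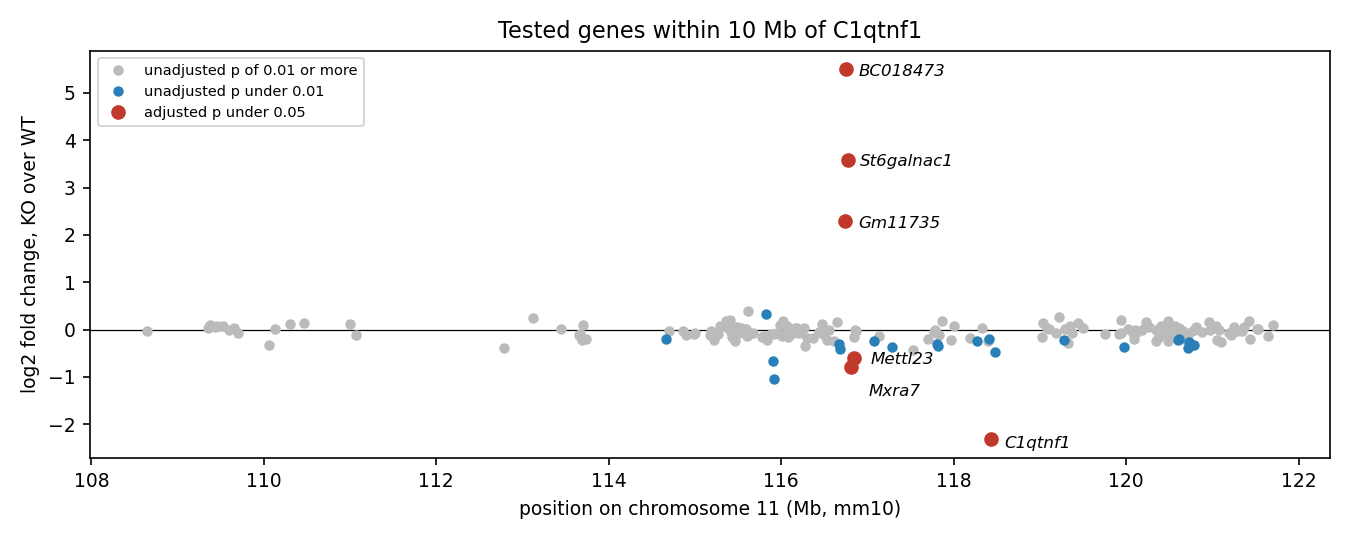
Log2 fold change of KO over WT (vertical axis) of the 199 genes tested within 10 Mb of C1qtnf1 and of C1qtnf1, by position on chromosome 11 (horizontal axis, Mb, mm10); red points passed an adjusted p of 0.05 and blue points an unadjusted p of 0.01. BC018473, St6galnac1 and Gm11735 stand at 5.50, 3.59 and 2.28 close together, and C1qtnf1 at -2.32.

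Beyond these genes no other passed. The non-overlapping genes of smallest p that did not pass were, on the side higher in KO, Lmbrd2 (log2 fold change 0.36), the complement regulator gene Cd55 (0.63), the pseudogene Gm10177 (0.59) and the ribonucleotide reductase subunit gene Rrm2b (0.33), each with a limma adjusted p of 0.108. On the lower side they were Iffo1 (-0.41, adjusted p = 0.0647), the zinc finger gene Zfp503 (-0.31, 0.0885), the transcription factor gene Maf (-0.42, 0.0885), Engase and Cdc42ep1 (-0.36, 0.108). At an unadjusted limma p under 0.05 there were 2165 genes, 1007 higher and 1158 lower, where chance gives 701. A split that mixed the groups gave 2186, and 2 of the 35 splits, the real one included, gave as many as the real one, so chance cannot be excluded for this count, and 1611 genes were left after removal of trends with GC content and gene length. The libraries of the groups did not overlap for 1209 genes, 8.62% of those tested, where chance gives 2.86%. Across genes, which are not independent replicates, the log2 fold change correlated with GC content at a Spearman's rho of -0.44 and with gene length at 0.14. The median log2 fold change went from 0.08 in the fifth of genes with the lowest GC content to -0.09 in the fifth with the highest. Taken library by library, the rho with GC content was 0.47, 0.39 and 0.28 in WT replicates 1, 2 and 4. It was -0.39 to -0.069 in the KO libraries, and WT replicate 3, at -0.25, lay within that range. The split that gave 2186 genes set WT replicates 1, 2 and 4 and KO replicate 2 (-0.069) against the other libraries. Each library on that side had a higher rho than any on the other side. A grouping by the GC trend thus gave more genes at an unadjusted p under 0.05 (2186) than genotype did (2165).

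Of the 47 gene lists tested, 10 were called by camera at the preset correlation, 7 lower and 3 higher in KO, although no member of any list passed over all genes (0 members). None of the 10 held with an estimated correlation, where 0 lists were called, and fry called 0. Of the 35 ways to split the 8 libraries into 4 and 4, 23 called at least 10 lists, so the counts below describe these libraries. When the mean of each list was compared between the groups library by library, 8 of the 10 called lists, and none of the others, had an unadjusted exact permutation p under 0.05, and the lowest adjusted over the lists was 0.168. These 8 all stood at 0.0286, the smallest p that the design allows. The adjusted value could be lower only if more lists had reached it, so this adjusted test decides little.

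Genes of fatty acid oxidation and targets of PPAR-alpha, the nuclear receptor that drives fat burning, were lower as a list (22 tested, median log2 fold change -0.19, camera adjusted p = 1.41e-05, and adjusted p = 0.664 with an estimated correlation). Of the 22, 11 fell when adjusted over the list alone and 11 did not pass. The mean scores of the list were -0.05, 0.33, 0.43 and 0.02 in the WT libraries. They were -0.16, -0.24, -0.26 and -0.07 in the KO libraries, so WT replicates 1 and 4 lay close to KO replicate 4. WT replicates 2 and 3, the highest here, were the lowest for the male-biased genes described next. Cyp4a10, a fatty acid omega-hydroxylase, fell from 115 ± 35.7 to 65.1 ± 10.2 scaled FPKM (-0.77, SE 0.20). Acaa2 (-0.49), Acot1 (-0.49), Vnn1 (-0.31) and Cpt2 (-0.22) fell as well. Ppara itself, chosen after its values were seen, measured 24.1 ± 2.37 and 23.8 ± 3.20.

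Male-biased kidney genes, which respond to androgen, were higher as a list (10 tested, median 0.49, camera adjusted p = 8.41e-05, and adjusted p = 0.691 with an estimated correlation). When adjusted over the list alone, 7 of the 10 rose and 3 did not pass. The organic anion transporter gene Slco1a1 rose from 27.1 ± 16.2 to 71.6 ± 18.1 scaled FPKM (1.61, SE 0.45), and Cyp2j13 (0.55), Slc22a30 (0.41), Slc7a13 (0.41), Cyp7b1 (0.65) and Kap (0.44) rose too. Kap, the kidney androgen-regulated protein, was among the most abundant transcripts, at 16964 ± 3401 in WT and 22904 ± 4396 in KO. The WT libraries were spread widely, with mean scores of -0.03, -0.40, -0.92 and 0.16 against 0.70, 0.10, 0.23 and 0.17 in KO, and the exact permutation test over libraries gave an unadjusted p of 0.0571. WT replicate 3, the library at -0.92, also had the lowest straight tubule score (-0.66), the highest fatty acid oxidation score (0.43), the highest tubule injury score (0.63), Havcr1 at 4.73 scaled FPKM against 0.482 to 1.89 in the others, and a second principal component of -23.1. Without that library the male-biased median was 0.37, Slc7a13 was at 0.27, Cyp7b1 at 0.39 and Atp11a at 0.42, and with quantile normalization Kap was at 0.19. Markers of the straight part of the proximal tubule were also higher (9 tested, median 0.28, camera adjusted p = 0.0211, and adjusted p = 0.791 with an estimated correlation), and adjusted over the list alone 3 of the 9 rose, Slc5a8 (0.43), Atp11a (0.63) and again Slc7a13. That list lost its call without WT replicate 3 (adjusted p = 0.145) or KO replicate 1 (0.0662), and its median was 0.43 without WT replicate 1.

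**Figure D3:**
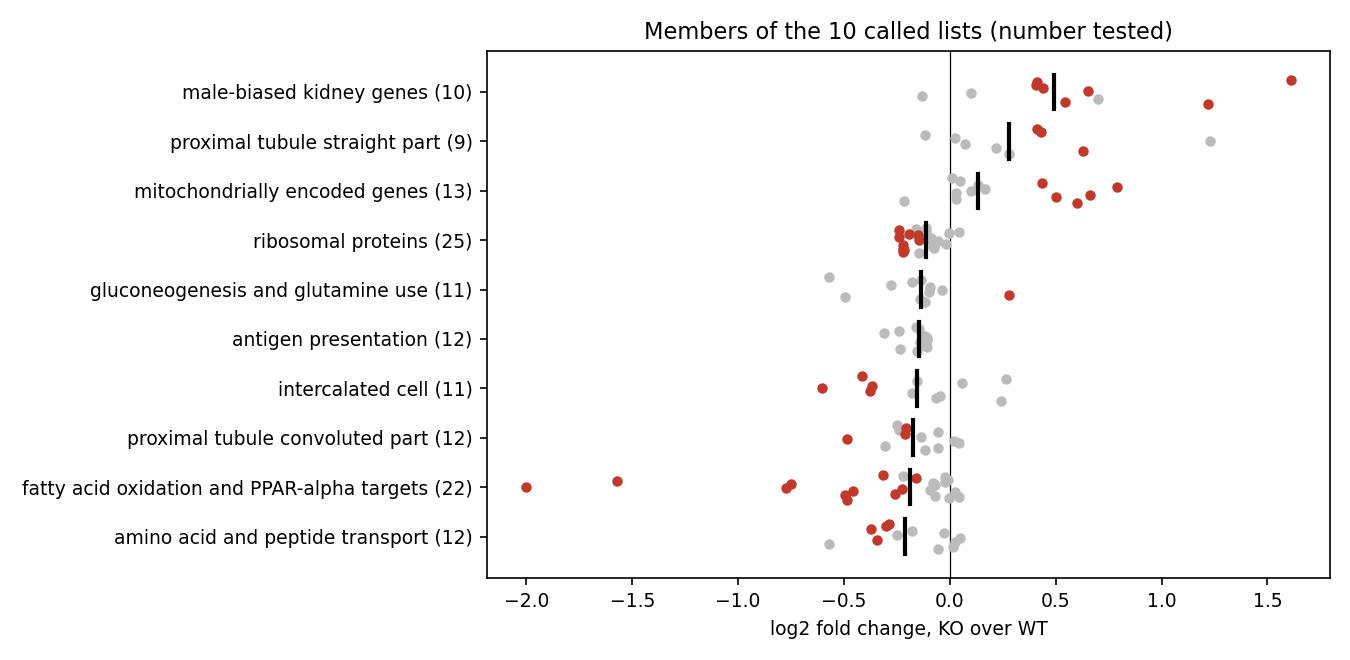
Log2 fold change of KO over WT (horizontal axis) of each tested member of the 10 called lists, with the number tested in brackets; red points passed when adjusted over the list alone, grey points did not, and the black bar is the list median. The medians ran from -0.21 for amino acid and peptide transport to 0.49 for male-biased kidney genes.

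Markers of the convoluted part of the proximal tubule, which takes up most of the filtered glucose, phosphate and amino acids, were lower (12 tested, median -0.17, camera adjusted p = 0.00126, and adjusted p = 0.664 with an estimated correlation). Adjusted over the list alone, 3 of the 12 fell, the organic anion transporter Slc22a8 (-0.49), the glucose transporter Slc5a2 (-0.21) and the phosphate transporter Slc34a1 (-0.21), and 9 did not pass. Slc34a1 measured 2804 ± 159 in WT and 2422 ± 98.3 scaled FPKM in KO. Amino acid and peptide transport was lower as well (12 tested, median -0.21, camera adjusted p = 0.00218, and adjusted p = 0.664 with an estimated correlation). Adjusted over the list alone, 4 of the 12 fell, Slc3a2 (-0.35), Slc7a7 (-0.37), Slc7a8 (-0.30) and Slc7a9 (-0.29), which are subunits of basolateral and apical amino acid exchangers. Genes of gluconeogenesis and glutamine use were lower as a list (11 tested, median -0.14, camera adjusted p = 0.0280, and adjusted p = 0.664 with an estimated correlation). In that list 0 members fell when adjusted over the list alone, 1 rose, against the direction of the list, and 10 did not pass. With quantile normalization Slc34a1 was at -0.024, the median of the proximal tubule convoluted part was -0.071, and this list (adjusted p = 0.168) and the gluconeogenesis list (0.200) lost their calls, and the latter also lost it without WT replicate 3 (0.183) or KO replicate 3 (0.0671).

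Intercalated cells, the acid and base secreting cells of the collecting duct, had lower markers (11 tested, median -0.15, camera adjusted p = 0.0280, and adjusted p = 0.664 with an estimated correlation). Adjusted over the list alone, 4 of the 11 fell, the bicarbonate transporter Slc4a9 (29.4 ± 1.52 against 22.0 ± 2.05 scaled FPKM, -0.42), the insulin receptor-related receptor Insrr (-0.37), the transcription factor Hmx2 (-0.60) and Foxi1 (-0.38), the transcription factor that specifies these cells. The list lost its call without WT replicate 2 (adjusted p = 0.0703), WT replicate 3 (0.145) or KO replicate 2 (0.0867, with a median of -0.086).

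Ribosomal protein genes were lower by a small amount (25 tested, 24 of them below WT, median -0.11, camera adjusted p = 1.12e-07, and adjusted p = 0.664 with an estimated correlation). 9 of the 25 fell when adjusted over the list alone, among them Rps16 (-0.24), Rpl11 (-0.22), Rpl13 (-0.22), Rpl32 (-0.22) and Rps2 (-0.19). Many of these genes have processed pseudogenes of near-identical sequence that can take reads from them, and with quantile normalization the median of the ribosomal proteins was -0.072. Genes of antigen presentation were lower in all 12 tested members (median -0.14, camera adjusted p = 9.35e-05, and adjusted p = 0.664 with an estimated correlation), and none passed when adjusted over the list alone (0 of 12). The median of antigen presentation was -0.085 after removal of GC and length trends. The members of smallest p in this list were Cd74, the invariant chain, at 190 ± 11.8 in WT and 161 ± 17.6 in KO, and the immunoproteasome subunit Psmb8 at 3.97 ± 0.514 and 3.11 ± 0.451 scaled FPKM.

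Mitochondrially encoded genes were higher as a list (13 tested, median 0.13, camera adjusted p = 0.000404, and adjusted p = 0.664 with an estimated correlation). 5 of the 13 rose when adjusted over the list alone, mt-Atp6 (0.60), mt-Nd3 (0.79), mt-Co3 (0.66), mt-Co2 (0.50) and mt-Nd4l (0.43). These 5 measured 34.9 to 203 scaled FPKM in WT, whereas mt-Co1, chosen after its values were seen, measured 17787 ± 1244 in WT and 18175 ± 1853 in KO. A stretch of chromosome 1 carries near-identical copies of part of the mitochondrial genome, so the reads of these genes can be shared with the copies and their values are uncertain. The median of the mitochondrially encoded genes was 0.043 after removal of GC and length trends (where mt-Nd4l was at 0.27), 0.071 with quantile normalization and 0.20 without KO replicate 2.

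**Figure D4:**
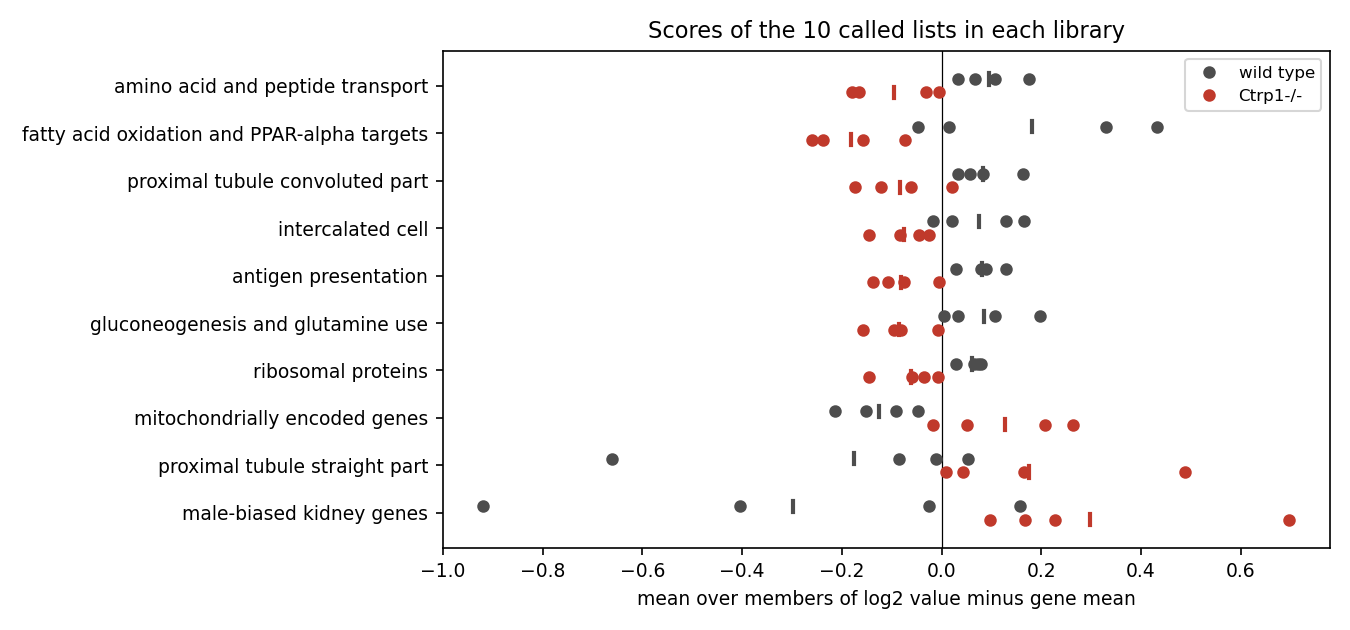
Mean over members of the log2 value minus its mean over all libraries (horizontal axis) for the 10 called lists, with 1 point per library, grey for wild type and red for Ctrp1-/-, and a bar at each group mean (n = 4). The male-biased scores of the WT libraries spread from -0.92 to 0.16, whereas the ribosomal protein scores lay between 0.03 and 0.08 in WT and between -0.15 and -0.01 in KO.

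The lists on blood pressure, salt and water were not called. The renin-angiotensin-aldosterone system had a camera adjusted p of 0.841 (11 tested), sodium and chloride transport 0.384 (15 tested) and water and urea handling 0.357 (14 tested), and in each of them 0 members passed when adjusted over the list alone. Renin, Ren1, measured 51.8 ± 12.7 in WT and 46.0 ± 14.7 scaled FPKM in KO (exact permutation p = 0.571), Agt 21.2 ± 4.68 and 21.6 ± 3.07 (exact p = 0.914), and Ace 37.7 ± 10.4 and 46.7 ± 7.36 (exact p = 0.229). The members of smallest p, none of which passed, were the angiotensin receptor Agtr1a (-0.18), Hsd11b2 (-0.18), which inactivates glucocorticoids, and the aldosterone-induced kinase Sgk1 (-0.47) in the first list. In the salt list they were the sodium channel subunit Scnn1a (-0.24), the kinase Wnk4 (-0.17) and Cul3 (0.16), and in the water list the taurine transporter Slc6a6 (-0.18), the urea transporter Slc14a1 (0.68) and the water channel Aqp4 (0.53). The injury markers Havcr1, at 1.92 ± 1.98 in WT and 0.569 ± 0.0709 in KO (exact permutation p = 0.371), and Lcn2, at 1.69 ± 1.32 and 1.41 ± 1.77 (exact permutation p = 0.800), did not differ beyond the spread of the libraries.

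Among the remaining marker lists, none passed camera at the preset correlation. The adjusted p was 0.0580 for thin limb, 0.0784 for distal convoluted tubule, 0.124 for smooth muscle and pericyte, 0.148 for B and plasma cell, 0.257 for podocyte, 0.288 for urothelium and 0.373 for endothelium. It was 0.386 for thick ascending limb, 0.548 for red blood cell, 0.570 for principal cell, and 0.972 for T and NK cell, for fibroblast and for macrophage and dendritic cell. The neutrophil (3 tested), adipose tissue (1 tested) and adrenal gland (2 tested) lists had too few members for a test, and their medians were 0.34, -0.39 and -0.02. Among the pathway lists that did not pass, the adjusted p was 0.0547 for calcium, phosphate and vitamin D, 0.0547 for extracellular matrix and fibrosis, 0.0580 for the unfolded protein and amino acid response, 0.0863 for NRF2 targets and 0.141 for nuclear-encoded oxidative phosphorylation. It was 0.171 for complement and for tubule injury, 0.260 for female-biased kidney genes (median -0.50) and for heat shock, 0.299 for immediate early genes, 0.310 for glycolysis, 0.357 for the circadian clock and 0.384 for cell division. Chemokines and cytokines gave 0.422, hypoxia 0.488, fatty acid synthesis 0.599, organic ion and drug transport 0.724, cholesterol synthesis 0.765, the interferon response and insulin and IGF signalling 0.971 each, and the CTRP family with adiponectin receptors 0.972. Median, mean and direction of the test differed in sign in 9 of the lists that did not pass and in 0 of the called lists.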

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

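Chosen only after the result was seen were the tests of the share of changed genes around C1qtnf1, of reads lost to sequence differences, of a lower share of proximal tubule cells, of an androgen response, and the splits for the trend with GC content. The splits for counts of genes and lists, and the tests of overlapping genes, of GC content and length in the lists and of a single library, were written down before they were run.

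In 172 groups of 4 values tested for a library far from the others, 10 were found, where chance gives 8.6. Of the genes within 10 Mb of C1qtnf1, BC018473 was at 0.0132 scaled FPKM in WT replicate 1 and St6galnac1 at 0.0263 in WT replicate 1, and Gm11735 was at 0.107 in WT replicate 2, each against 0 in the other WT libraries, which is 1, 1 and 3 reads. Engase was at 1.82 in KO replicate 1 and at 1.57 to 1.59 in the other KO libraries. Ugt2b37 was at 172 in KO replicate 4 against 146 to 149. Slco1a1 at 98.5 and Slc22a30 at 90.6, both male-biased genes, stood above the other KO libraries in KO replicate 1, which were at 59.3 to 65.2 and 70.7 to 72.3. Psmb8 was at 3.21 in WT replicate 3 against 4.13 to 4.29 in the other WT libraries, and Agtr1a was at 21.5 in WT replicate 2 against 23.4 to 23.6. Lcn2 was at 4.07 in KO replicate 3 against 0.352 to 0.644.

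Of the 7 called genes, 5 lay within 10 Mb of C1qtnf1. Only the real one of the 35 splits (1 of 35) gave 4 higher genes, so chance can be excluded for that count as a whole. It rests on the 3 higher neighbours, which lie side by side and do not count as separate genes. The remaining higher gene, Ugt2b37, was matched by the 1 higher gene of a split that mixed the groups. For the count of higher genes without these neighbours, chance therefore cannot be excluded. Likewise, only the real split (1 of 35) gave 3 lower genes, against 2 at most in either direction in any other split. These 3 include C1qtnf1, the targeted gene, whose fall was set by the design. The other 2, Mxra7 and Mettl23, were matched by the 2 lower genes of a split that mixed the groups. Chance therefore cannot be excluded for the count of lower genes without C1qtnf1. For the 3 higher neighbours, reads counted in overlapping genes are argued against by the smallest gap of 2333 bases between their annotated spans, which leaves open transcription running past those spans, and reads lost to 129 sequence differences, which can only lower KO values, by 95% intervals that all lay above 1.96 on the log2 scale. For the 2 lower neighbours, Mxra7 and Mettl23, a loss of reads over variant bases cannot be told apart from lower expression, because the table holds no reads by position. DNA of 129 origin carried along with the allele is a candidate explanation for the whole group. The share of genes with an unadjusted p under 0.01 around C1qtnf1 was at percentile 99.9 of 11924 overlapping windows on other chromosomes. The median share of those windows was 4.39%. The share around C1qtnf1 was not recomputed after removal of GC and length trends, and 21 of its 25 genes were lower. The percentile therefore cannot tell flanking DNA from the trend with GC content. After that removal 5 neighbours were still called. An effect of the absence of CTRP1 itself on the called neighbours stays open, as the design does not separate it from the flanking DNA.

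Ribosomal protein genes were lower together, at a median of -0.11, while 23 of the 35 splits called at least the 10 lists of the real one (highest other 20), so chance cannot be excluded for the number of lists. The trend of log2 fold change with GC content has the same standing, with a rho as large in 5 of the 35 splits (highest other 0.590). GC content and length are argued against as the whole cause of the ribosomal shift, since the median kept 103% of its size after both trends were removed. A single library is argued against too, because the list kept its sign and passed camera at the preset correlation in 8 of 8 fits without 1 library, although with all libraries it had an adjusted p = 0.664 with an estimated correlation and 0.131 with fry. A chance difference between the libraries and an effect of genotype both stay open, the latter as a hypothesis.

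Fatty acid oxidation and convoluted tubule genes were lower while male-biased genes were higher. GC content and length are argued against as the whole cause, since the 3 medians kept at least 82.1% of their size after both trends were removed. A lower share of convoluted tubule cells would raise the other cell types alike. The intercalated cell list fell (median -0.15), against that prediction. Its median ran from -0.21 without KO replicate 1 to -0.086 without KO replicate 2 over the 8 fits without 1 library. The straight tubule list rose (median 0.28), as predicted, and ran from 0.21 without KO replicate 1 to 0.43 without WT replicate 1. These lists lost their calls in 3 and 2 of the 8 fits. Because they went opposite ways, a lower share of convoluted tubule cells cannot be told apart from other causes. A stronger androgen response may lie behind the male-biased genes and cannot be told apart from other causes, since the female-biased list had a median of -0.50, the direction it predicts, but an adjusted p of 0.260. The genotype stays open as well, since 23 of 35 splits called as many lists.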

How the results depend on the processing

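Chosen after seeing the data were voom on recovered reads, removal of GC and length trends, and the list test without genes within 10 Mb of C1qtnf1. C1qtnf1 was lower and called in all 19 alternatives that tested it (log2 fold change -3.48 to -1.79, limma adjusted p 0.000516 to 0.00719; without each library -2.45 to -2.20), and a mean FPKM of at least 2 removed it. Its neighbours called were 4 to 6 in all 21 alternatives, including each library left out. Genes higher in KO were 3 to 6 without each library and 0 when genes within 10 Mb of C1qtnf1 were left out, because the neighbours were no longer tested and Ugt2b37 missed the threshold (adjusted p = 0.0558, range over its alternatives 0.00378 to 0.166). Genes lower in KO were 1 in that setting, 5 without trend in eBayes, 6 with array weights, 6 at an adjusted p under 0.10, and 2 to 12 without each library, the 12 without WT replicate 3. Voom called 8 genes, of which 7 were those of the reported fit. Ugt2b37 lost its call in 8 of 20 alternatives and Mettl23 in 7 of 19. Lists called were 0 with an estimated correlation, 0 with fry, and 7 to 16 without each library, the 7 without WT replicate 3 and the 16 without WT replicate 4. Over the 10 called lists, 161 of 190 values kept direction and side of the threshold and 29 kept direction only, and 0 reversed. Of the 37 other lists, 20 had medians that changed sign, and 41 of their 699 values passed, among them extracellular matrix and fibrosis in 8 of 19 alternatives (adjusted p down to 0.000632), calcium, phosphate and vitamin D in 6 (0.00815), thin limb in 5 (0.00577) and unfolded protein and amino acid response in 4 (5.4e-05). Among named genes, 1402 of 1430 values held. Agt reversed with array weights (-0.050), without WT replicate 3 (-0.097) and without KO replicate 2 (-0.028), and spanned -0.097 to 0.16 without each library. Uty (-0.087) and Kdm5d (-0.070) reversed after removal of GC and length trends, Uty also without WT replicate 2 or KO replicate 4, and it spanned -0.029 to 0.092 without each library. None of these 3 genes passed in any fit, and the cause was not tested. Scalings moved the median of all genes by at most 0.00684. Sex as a term was not run, since the libraries do not hold both sexes. Depth limits the low genes, such as C1qtnf1 with 7 to 29 reads in KO.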

Other observations

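The list on calcium, phosphate and vitamin D missed the threshold (camera adjusted p = 0.0547, and adjusted p = 0.791 with an estimated correlation), but 5 of its 13 tested members passed when adjusted over the list alone, 4 lower and 1 higher. Cyp27b1, which makes active vitamin D, fell from 3.92 ± 1.42 to 1.59 ± 0.880 scaled FPKM (log2 fold change -1.15, SE 0.34), and Cyp24a1, which degrades it, rose from 32.3 ± 21.6 to 66.8 ± 23.7 (1.20, SE 0.40). The phosphate transporters Slc34a3 (-0.30) and Slc34a1 (-0.21, but -0.024 with quantile normalization) and the calcium-binding S100g (-0.52) fell. The vitamin D receptor gene Vdr was at 62.6 ± 9.99 and 63.4 ± 3.09. Genes and lists in this part were chosen after their values were seen. None of these passed over all genes, where the smallest limma adjusted p was 0.108 for Slc34a3.

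In the CTRP family, C1qtnf3 rose from 42.0 ± 9.56 to 60.4 ± 9.03 scaled FPKM (0.54, SE 0.16) and Fam132a, the older symbol of C1qtnf12, fell from 59.0 ± 7.56 to 47.9 ± 1.59 (-0.29, SE 0.08), both only when adjusted over the list alone (adjusted p = 0.0401 with limma). Of the glycolytic enzymes, Eno1 (-0.23) and Gapdh (-0.21) fell when adjusted over the list alone. The chemokine gene Ccl28 was at 3.52 ± 2.68 in WT and 13.0 ± 3.18 in KO without overlap (1.95, limma adjusted p = 0.133), and it was called without WT replicate 4 (2.34, adjusted p = 0.0383). Cyp4a14, a member of the fatty acid oxidation and female-biased lists, ranged from 11.0 to 135 in the WT libraries and from 4.09 to 14.4 in the KO libraries.

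Of the windows on other chromosomes, the one with the highest share of genes at an unadjusted p under 0.01, 15.7%, was around Crispld1 on chromosome 1. It holds 7 tested copies of mitochondrial genes between 24611535 and 24616197, of which 6 had a log2 fold change of 0.51 to 0.67 and none passed over all genes. RP23-8J15.3 was at 154 ± 19.6 in WT and 243 ± 37.4 in KO (0.65, limma adjusted p = 0.108), and RP23-8J15.5 at 188 ± 38.9 and 197 ± 20.7 (0.08). 5 of the mitochondrial genes themselves, such as mt-Atp6 (0.60), rose when adjusted over their list alone, and the reads of these genes and of the copies cannot be separated in a table of genes.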
